A study of Medicago truncatula with 6 samples.

How the data were processed

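Small RNA was sequenced from mock-treated roots of Medicago truncatula, a model legume. There were 6 libraries in 2 groups of 3, RNAi against SKI3 and RNAi against GUS, and the group and replicate number of each library came from its title in the labels. Per the labels' protocols, total RNA was extracted with Trizol, adaptors were ligated to both ends of the small RNAs with the NEBNext small RNA kit, and the products were reverse transcribed and amplified by PCR. Molecular identifiers are not mentioned, and detection floors cover counting error only. The SDs and the standard errors of fold changes also include variation between libraries.

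The authors deposited raw counts per annotated feature for each library, as whole numbers without normalization. The 400216 feature IDs were the same in all 6 libraries. They cover nuclear genes, promoters of 1 kb and 3 kb, organelle genes with their promoters, transposable element fragments and repeat regions, and follow the naming of the MtrunA17 annotation. The aligner, the treatment of reads with several alignments and the use of strand are not stated in the labels or the file headers. Per the file headers, a header line left inside the table of SKI3 RNAi replicate 3 names the read lengths 21 to 22 nt. The counts of all libraries were therefore taken to be of 21 to 22 nt reads, which the headers of the other libraries do not state, and the total of a table is not the full depth of its library. That header line was left out of all sums. Total counts ran from 2168297 to 3974092 per library. Counts scaled by the total of their library are given as CPM, the customary unit for them. A floor of 3 counts corresponded to 0.755 CPM in the deepest library and 1.38 CPM in the shallowest. No column of values was left unmapped.

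A feature is an annotated interval, and a read can count in more than 1 of them. In 62.4% of the 1 kb promoters with at least 10 counts, the 3 kb promoter of the same gene held fewer counts than the 1 kb promoter, so the longer interval was not a plain extension of the shorter. Of the tested features, 1696 had the same 6 counts as another tested feature. Features are not independent of each other for this reason, and a count of features is not a count of loci.

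Differences between the groups were tested on the deposited counts with edgeR 4.0.16 in R 4.3.3. Library sizes were scaled with TMM factors, features with low counts were removed with filterByExpr at its default minimum count of 10, and the quasi-likelihood test was run with group as the only term. P-values were adjusted with the Benjamini-Hochberg method, and an adjusted p of 0.05 was the threshold. The filter kept 48283 features, which held between 76.7% and 82.6% of a library's counts. The standard error of a log2 fold change was the fold change divided by the root of its F value. Sets of features were tested with fry and camera in limma 3.58.1, and DESeq2 1.42.0 served as an alternative test. Single values were compared with exact two-sided permutation tests, which cannot go below a p of 0.1 with 3 libraries against 3.

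The design, the tests, the alternatives and the rule for naming features were fixed before the data were examined. They assumed tables with miRNA names, gene names and read lengths. The deposited tables carry feature IDs alone, and none of the 52722 gene IDs matched the table of RefSeq genes used here for names. Levels of miRNAs and of miR172, small RNAs of the SKI3 and NNC1 genes, and the shares of 21, 22 and 24 nt reads were therefore not analysed here. Shares by annotation class took the place of shares by read length, and all tested nuclear genes took the place of the planned set of 21 nt features in genes. Both substitutes were chosen after seeing the data. The targeted gene could for the same reason not be used to check the group labels.

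The naming rule covered features of SKI3, NNC1 and miR172, the features with the largest and smallest fold changes among those past the threshold, miRNA features past the threshold, and the 3 features with the most counts. Only its last part gave features. The 2 lower features and the 1 higher feature with the smallest p, and 1 nuclear gene with high counts in 2 SKI3 RNAi libraries, were chosen after their values were seen. The files do not pair IDs with names, so IDs are given as they stand, with the chromosome that the ID contains.

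The scripts were tested on simulated negative binomial counts with the means and sizes of the real libraries. With no change, 5 of 48283 features passed the threshold. With 200 changed features, 0% were recovered at a 2-fold change, 69.5% at a 4-fold change with 36 false calls, and 91.5% at an 8-fold change with 34 false calls. At 4-fold and 8-fold, false calls were a larger share of all calls than the threshold of 0.05 sets. Each setting was simulated a single time. Features past the threshold in any fit may therefore include more false ones than the threshold states. The fry test of 5808 features gave a p of 0.0815 without a change and 6.15e-06 with a shift of 0.3 on the log2 scale. Simulated features were drawn independently of each other, and the set was picked at random. Among the real nuclear genes, camera estimated a correlation of 0.0311. The simulated p-values therefore do not give the power of the set test on the real counts. The alternatives were DESeq2 size factors, total counts alone, no filter, a minimum of 1 CPM in 3 libraries, the DESeq2 Wald test, the replicate number as a block, a stricter threshold, and leaving out each library in turn. Alternatives added after seeing the data kept features with the same 6 counts once, fitted nuclear genes alone, left the 10 most counted features out of the totals, or left out a set of features that share a fixed ratio of counts.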

Results

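Small RNAs were counted in mock-treated roots of Medicago truncatula with RNAi against SKI3 or against GUS. SKI3 is a subunit of the Superkiller complex that acts in RNA decay, and GUS is a bacterial reporter gene commonly used as an RNAi control. Only the header of SKI3 RNAi replicate 3 names a read length, 21 to 22 nt, and all libraries were taken to share it. The study addresses the part of SKI3 in miRNA function and nodulation, and these libraries address whether small RNAs differ between both kinds of root in the absence of a treatment. Each group had 3 libraries. The GUS RNAi libraries held 3974092, 2168297 and 3486290 counts in replicates 1, 2 and 3. The SKI3 RNAi libraries held 2851473, 2324061 and 2612141 counts. Of 400216 annotated features, 317228 had a count in at least 1 library, and 48283 had enough counts to be tested. The median biological coefficient of variation of the tested features was 0.192.

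Pearson's r across the log2 CPM of the tested features, which are not independent replicates, averaged 0.840 over the 6 pairs within groups and 0.826 over the 9 pairs between groups. The difference of 0.0135 depended on single libraries. It was 0.0491 without SKI3 RNAi replicate 1, 0.0320 without SKI3 RNAi replicate 3 and -0.0076 without GUS RNAi replicate 3. The first principal component held 33.6% of the variance. All GUS RNAi libraries lay on one side of all SKI3 RNAi libraries on it. The exact permutation p was 0.1, the smallest that 3 libraries against 3 can give. The margin rested on SKI3 RNAi replicate 1, at -7.52. It lay closer to GUS RNAi replicate 2, at -15.7, than to SKI3 RNAi replicates 2 and 3, at 102.9 and 26.0. The highest r of any pair was 0.899, no pair of libraries held identical counts, and each library was counted as a separate replicate.

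The distribution of counts over annotation classes was compared first, to see whether SKI3 RNAi shifted small RNAs between genes, promoters and repeats. Nuclear genes held 20.8% ± 1.505 of the counts in GUS RNAi and 19.9% ± 0.581 in SKI3 RNAi (SD, n = 3 for all shares). Promoters of 3 kb held 19.4% ± 1.41 and 18.2% ± 1.02, and promoters of 1 kb held 8.35% ± 0.495 and 9.30% ± 0.513. Terminal inverted repeat elements held 13.2% ± 0.655 and 14.3% ± 0.669, and repeat regions held 15.9% ± 0.8001 and 15.5% ± 0.117. Helitrons held 9.08% ± 0.446 and 9.68% ± 0.336, and LTR retrotransposons held 8.97% ± 0.459 and 9.09% ± 0.312. Organelle genes and promoters held 2.09% ± 0.325 and 1.73% ± 0.180, TRIM retrotransposons 2.24% ± 0.194 and 2.31% ± 0.0368, and non-LTR retrotransposons 0.0676% ± 0.00647 and 0.0745% ± 0.00995. The exact two-sided permutation test cannot go below a p of 0.1 here. The smallest p over these 10 differences was 0.2, for 1 kb promoters and for terminal inverted repeat elements, and the adjusted p was 0.667 for both. Without the 10 most counted features, the difference for nuclear genes changed from -0.91 to 0.65 percentage points and that for 3 kb promoters from -1.17 to 0.48 percentage points. In that alternative the exact permutation p was 0.1, the smallest possible, for 1 kb promoters (0.50 percentage points), 3 kb promoters, LTR retrotransposons (-0.48) and organelle features (0.046), and at least 0.2 for the other classes. Single libraries also moved the differences. Without GUS RNAi replicate 3 that for nuclear genes was -0.056 and that for 3 kb promoters -0.48 percentage points. Without GUS RNAi replicate 2 they were larger, at -1.47 for nuclear genes and -1.89 for 3 kb promoters.

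**Figure D1:**
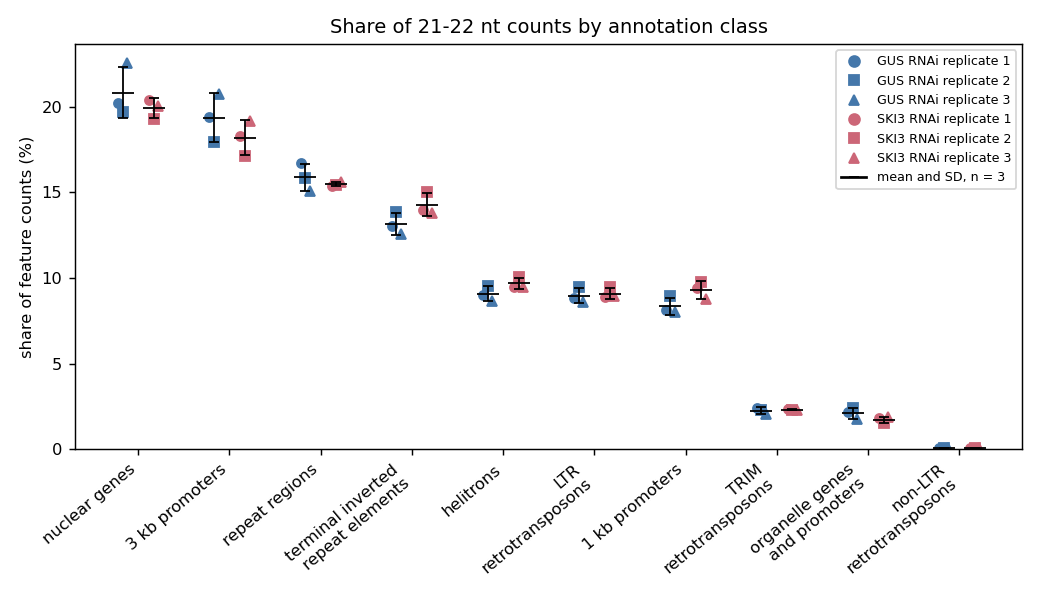
Share of the feature counts, taken to be of 21 to 22 nt reads (%, vertical axis), in each annotation class (horizontal axis), with a point per library and the mean and SD of 3 libraries in black. The groups overlap or lie close together in every class, and nuclear genes averaged 20.8% in GUS RNAi and 19.9% in SKI3 RNAi.

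Single features were then tested for a change in abundance. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 48283 features had an adjusted p under 0.05, and the smallest adjusted p was 0.157. At an unadjusted p under 0.05 there were 3175 features, 6.58% of those tested, of which 1729 were higher and 1446 lower in SKI3 RNAi. The share of higher features among them, 54.5%, was 75.3% when libraries were scaled by total counts alone and 42.5% with DESeq2, so neither direction prevailed under all scalings and tests. The number of features past the threshold moved most when SKI3 RNAi replicate 1 was left out, to 492. The values of the 3 libraries of each group did not overlap in 3551 higher and 2703 lower features, 12.95% of those tested, where chance gives 10%. No tested feature lay at least 4-fold above every GUS RNAi library in each SKI3 RNAi library, and 7 lay at least 4-fold above every SKI3 RNAi library in each GUS RNAi library.

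**Figure D2:**
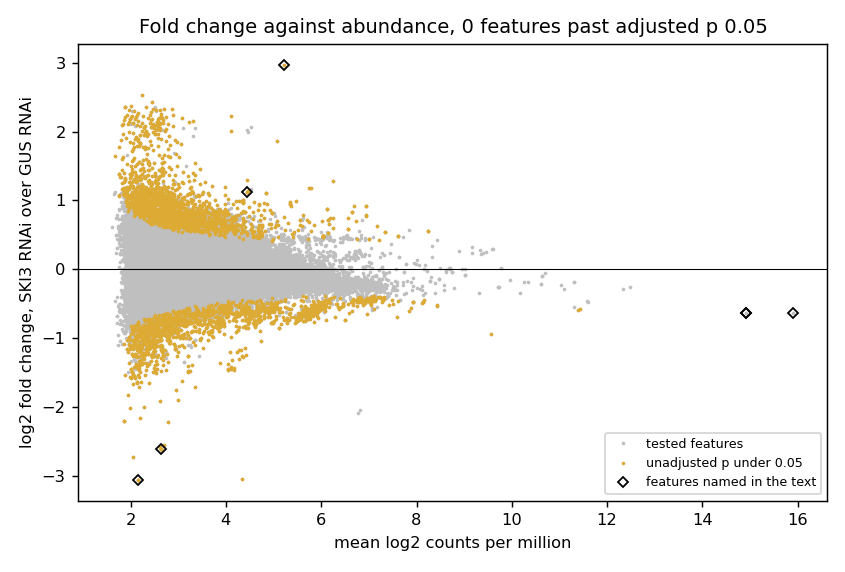
Log2 fold change of SKI3 RNAi over GUS RNAi (vertical axis) against the mean log2 CPM (horizontal axis) for 48283 tested features (grey), with the 3175 features at an unadjusted p under 0.05 in yellow and the features named in the text as diamonds. The yellow features lie on both sides of 0, 1729 higher and 1446 lower, and 0 features passed an adjusted p of 0.05.

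The 5808 tested nuclear genes were examined as a set, since loss of RNA decay can affect small RNAs made from transcripts. Their median log2 fold change was 0.10, against 0.02 for all tested features. At an unadjusted p under 0.05, 373 were higher and 143 lower, and 0 had an adjusted p under 0.05. The two-sided fry test gave a p of 0.282 for the set. With camera at a preset correlation of 0.01 the p was 0.0288, and with an estimated correlation it was 0.280. Without SKI3 RNAi replicate 1 the fry p was 0.940, which gives no direction. The median of nuclear genes minus that of all tested features was 0.082, and it was 0.048 without SKI3 RNAi replicate 1 and 0.17 without SKI3 RNAi replicate 3. Over all 10 classes the smallest adjusted fry p was 0.149. Organelle features and repeat regions passed with the preset correlation in camera, at adjusted p-values of 0.00949 and 0.0114, and neither passed with fry or with an estimated correlation, where both had an adjusted p of 0.356 in camera.

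The 3 features with the most counts were the 3 kb promoter of MtrunA17Chr3g0086791 on chromosome 3 and the nuclear genes MtrunA17Chr2g0307711 and MtrunA17Chr2g0307712 on chromosome 2. They held 14.3% ± 4.36 of the counts in GUS RNAi and 9.90% ± 3.06 in SKI3 RNAi (SD, n = 3, exact two-sided permutation p 0.2). Each had a log2 fold change of -0.63 in edgeR, with a standard error of 0.346, 0.337 and 0.337 and an adjusted p of 0.829, 0.826 and 0.826. For all 3 it ran from -0.36 without GUS RNAi replicate 3 to -0.95 or -0.96 without SKI3 RNAi replicate 3. Their counts were not separate measurements. The chromosome 3 feature held 1.995 to 1.998 times the counts of the first chromosome 2 gene in the 6 libraries, with a range of 0.00299 in that ratio between libraries.

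The features with the smallest p were lower in SKI3 RNAi. The feature repeat_region2988.1 had 27, 11 and 23 counts in GUS RNAi and 2 counts in each SKI3 RNAi library, at least 5.29-fold lower when the SKI3 RNAi libraries were set at the floor of 3 counts, with an adjusted p of 0.157 in edgeR. The feature repeat_region2546.1 had 8.78 ± 1.96 CPM in GUS RNAi and 1.53 ± 0.231 in SKI3 RNAi (SD, n = 3), a log2 fold change of -2.61 with a standard error of 0.360 and an adjusted p of 0.157 in edgeR. It was 1 of 4 tested features with the same 6 counts, and repeat_region2988.1 was 1 of 2. Both were past the threshold without a filter on low counts, at 2.96e-06 for repeat_region2546.1 and 9.39e-06 for repeat_region2988.1, and when SKI3 RNAi replicate 1 was left out, at adjusted p-values of 0.0107 for repeat_region2546.1 and 0.0159 for repeat_region2988.1, and both had an adjusted p of up to 0.968 under other alternatives. Adjusted over the list of repeat regions alone, a list that was not fixed beforehand, 7 repeat regions passed the threshold.

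Among higher features, MtrunA17Chr4g0010551 on chromosome 4 had the smallest p. It had 12.9 ± 2.30 CPM in GUS RNAi and 29.7 ± 2.39 in SKI3 RNAi (SD, n = 3), higher in 3 of 3 libraries, with a log2 fold change of 1.12, a standard error of 0.204 and an adjusted p of 0.743 in edgeR. The nuclear gene MtrunA17Chr5g0393431 on chromosome 5 had 32, 20 and 24 counts in GUS RNAi and 225, 289 and 10 counts in SKI3 RNAi replicates 1, 2 and 3. Its log2 fold change was 2.97 with a standard error of 0.801 and an adjusted p of 0.743 in edgeR. Without SKI3 RNAi replicate 3 the log2 fold change was 3.50 and the adjusted p 0.00184. Over its alternatives the adjusted p ran from 5.74e-20, without a filter on low counts, to 1.00.

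**Figure D3:**
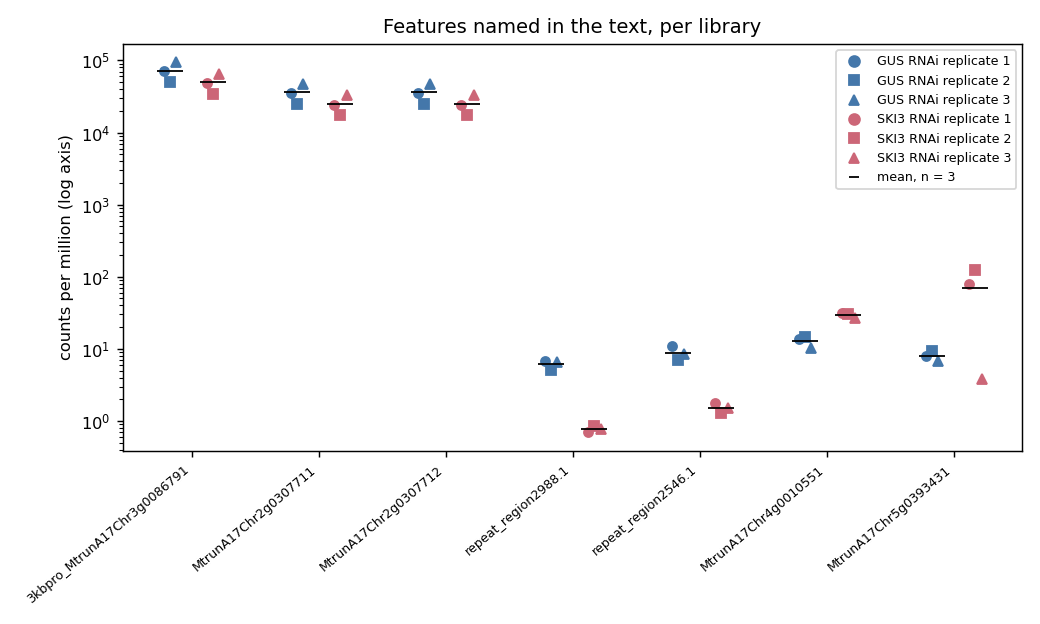
CPM (vertical log axis) of the features named in the text (horizontal axis), with a point per library and the mean of 3 libraries as a black dash. In MtrunA17Chr5g0393431 the SKI3 RNAi libraries with 225 and 289 counts lie above all GUS RNAi libraries and the library with 10 counts lies below them.

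Part of the counts followed fixed ratios between libraries. Of 29110 tested features with at least 100 counts, 231 on all 8 chromosomes had counts in the ratio 2:1:2:4:0:0, in the order GUS RNAi replicates 1 to 3 and SKI3 RNAi replicates 1 to 3, to within 0.03 in each library's share. Of these, 90 were nuclear genes, 100 promoters, 39 transposable elements and 2 repeat regions. The feature of this kind with the most counts had 422, 213 and 428 counts in GUS RNAi and 841, 0 and 2 in SKI3 RNAi. The chi-square around the ratio, on 3 degrees of freedom, had a median of 0.122, where simulated multinomial counts put through the same selection had a median of 1.08. The counts of these features varied less than independent reads would, so errors computed from their counts do not apply to them.

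**Figure D4:**
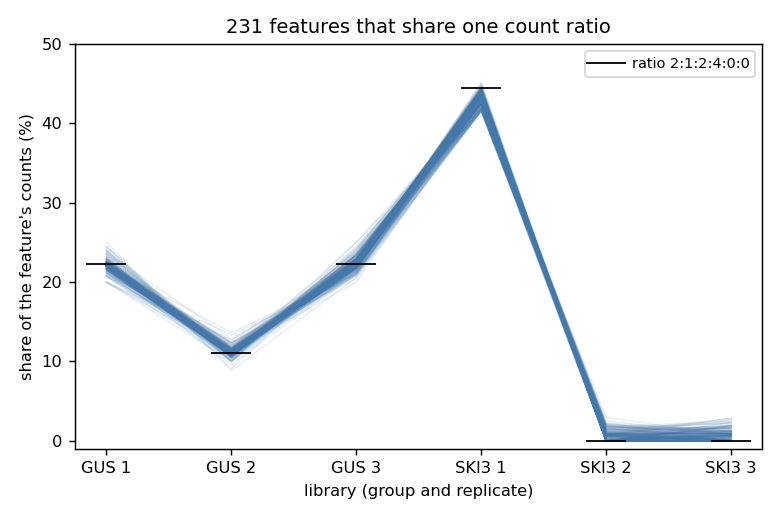
Share of a feature's counts (%, vertical axis) in each library (horizontal axis) for 231 features, a line per feature, with the ratio 2:1:2:4:0:0 as black dashes. All lines peak in SKI3 RNAi replicate 1 and lie near 0 in SKI3 RNAi replicates 2 and 3.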

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

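The number of features past an adjusted p of 0.05 was 0 with TMM factors, with DESeq2 size factors, with total counts alone, with a minimum of 1 CPM in 3 libraries, in the DESeq2 Wald test, at a stricter threshold, with features of the same 6 counts kept once, and without the features of the ratio 2:1:2:4:0:0, which left 3376 features at an unadjusted p under 0.05. Without a filter on low counts it was 346, with 266 higher and 80 lower, and 14735 of the 317228 features in that fit had an unadjusted p under 0.05, against 3175 of 48283 with the filter. Of those 346 features, 194 were among the features tested with the filter. The median count over 6 libraries was 10 without the filter and 117 with it, and edgeR then estimated infinite prior degrees of freedom, where it estimated 6.52 with the filter, so that every feature was given the same quasi-likelihood dispersion trend with no variation of its own. In 94 of the 346 features, 1 library held most of the CPM, more than all others together. The values of the groups did not overlap in 230 of the 346. High values in 1 or 2 libraries can carry a call without reaching most of the CPM. Isolated high libraries therefore stay open as a source of part of the 346.

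Features at an unadjusted p under 0.05 numbered 7057 with a minimum of 1 CPM in 3 libraries and 1147 with DESeq2, against 3175. The minimum of 1 CPM admits features with fewer counts than the minimum count of 10. The 7057 and the 3175 therefore come from different lists of features and do not compare rates. The cause of these differences was not tested. The share of higher features at an unadjusted p under 0.05 was 75.3% with total counts alone and 42.5% with DESeq2, against 54.5%. Scaling by total counts placed the median log2 fold change of all tested features at 0.12, against 0.02 with TMM factors. With the 10 most counted features left out of the totals, a test chosen after the result was seen, it was 0.0288, so a few abundant features may account for that shift.

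Across the 6 fits that each left out 1 library, the number past the threshold ran from 0 to 492 and the number at an unadjusted p under 0.05 from 2536 to 4952. The 492, of which 7 were higher and 485 lower, arose without SKI3 RNAi replicate 1, and without SKI3 RNAi replicate 3 there were 2. The fry p of nuclear genes ran from 0.0537 to 0.940 across these fits. The sign of the fry test reversed without SKI3 RNAi replicate 1, at the p of 0.940, which carries no direction, and the median of nuclear genes stayed above that of all tested features in all 6 fits. In camera with a preset correlation it was 0.0288. The named features kept their direction under all alternatives run on them. Without a filter, all named features except MtrunA17Chr4g0010551 passed the threshold, the 3 most counted at adjusted p-values of 0.0131, 0.0216 and 0.0216, against a highest value of 1.00 under other alternatives. Outside that fit, only both repeat regions without SKI3 RNAi replicate 1 and MtrunA17Chr5g0393431 without SKI3 RNAi replicate 3 passed it.

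The replicate numbers were checked for pairing. The deviations of same-numbered libraries from their group means correlated at 0.0710, 0.190 and 0.251 for replicates 1, 2 and 3. These values were positive but low, so the numbers were not taken to pair the libraries, and pairing was not excluded. With the replicate number as a block there were 0 features past the threshold, 3854 at an unadjusted p under 0.05, and a fry p of 0.0757 for nuclear genes.

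Without the 10 most counted features, an alternative chosen after seeing the data, the differences in class shares (SKI3 RNAi minus GUS RNAi, in percentage points) were 0.48 for 3 kb promoters, 0.65 for nuclear genes, -0.48 for LTR retrotransposons, 0.046 for organelle features, -0.079 for TRIM retrotransposons, -1.54 for repeat regions, 0.061 for helitrons and 0.36 for terminal inverted repeat elements. Signs changed for the first 5 of these. With single libraries left out, repeat regions were at 0.0097 without GUS RNAi replicate 1, LTR retrotransposons at -0.078 without GUS RNAi replicate 3 and -0.063 without SKI3 RNAi replicate 2, and TRIM retrotransposons at -0.042 without GUS RNAi replicate 3, each with the sign opposite to that over all libraries. No other class changed sign in these fits. Abundant features inside some classes lower the shares of all others by construction.

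Factors from miRNA features, results for miRNAs, miR172, SKI3, NNC1 and read lengths, and the alternatives that needed uniquely mapped reads, most abundant sequences or the absence of miRNA features were not run, because the tables carry no such information. In simulated counts at these depths, with the dispersion of these libraries and 3 libraries against 3, 0% of 2-fold changes and 69.5% of 4-fold changes were recovered. A 2-fold change in a typical single feature was therefore not detectable. The changed features were picked at random in a single simulated data set per fold change, so abundant features were not examined apart. Depth was not varied, so its part in this limit was not tested.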

Other observations

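All tests in this part were chosen after the result was seen, except the counts of splits of all 6 libraries. The splits of 5 libraries were prompted by the 492 features.

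The comparison of the groups was set against other splits of the same 6 libraries into 3 and 3. There are 10 such splits, so the share of splits as extreme as the real one is never under 0.1 and no split count can exclude chance. All 10 of the 10 splits gave at least as many features past an adjusted p of 0.05, since the real one gave 0. The split of GUS RNAi replicates 1 and 3 with SKI3 RNAi replicate 3 against the rest gave 8. As many features at an unadjusted p under 0.05 arose in 3 of the 10 splits, and a fry p of nuclear genes as small in 3 of the 10.

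The lower counts of 7 repeat regions in SKI3 RNAi rest on fewer measurements than the number 7 implies. The 7 regions hold 3 distinct profiles of counts, so a candidate explanation for their number is that the same reads were counted in several copies of a repeat. Reads counted in several copies can account for the number of regions, not for the difference between groups. A smallest adjusted p as low as the real one, 0.157, arose in 2 of the 10 splits. Chance and an effect of SKI3 RNAi on this repeat both stay open.

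The 3 most counted features had a lower mean share in SKI3 RNAi. The ratio of the chromosome 3 feature to the first chromosome 2 gene varied by 0.00299 between libraries, which is consistent with reads counted in several copies, so that the 3 features may amount to the same reads. Library depth was weighed as a reason for the share. Across the 6 libraries the share correlated with the counts in all other features at a Pearson's r of 0.609 (permutation p 0.208) and a Spearman's rho of 0.657 (permutation p 0.175), and at 0.768 without the 2 libraries farthest from the median depth. This was 1 relation tested, and 6 libraries leave it open. The difference between groups itself had an exact permutation p of 0.2.

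The 492 features past the threshold without SKI3 RNAi replicate 1 were the largest number in any fit with the filter. Of the 10 splits of the other 5 libraries into 3 and 2, 1 gave as many, the real one, and the next gave 6. This could be read as a fall of small RNAs in SKI3 RNAi that replicate 1 lacks. The counts argue against that reading for most of the features. In 390 of the 492 the 6 counts stood within 0.05 of the shares 2:1:2:4:0:0, and in 481 SKI3 RNAi replicate 1 lay above every GUS RNAi library. With the features of that ratio left out, 4 passed the threshold, all lower. That selection itself removes features that are near 0 in SKI3 RNAi replicates 2 and 3, so the fall from 492 to 4 is not a separate test. Features away from the ratio also ceased to pass, and the cause was not tested.

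The chi-square of 231 features around that ratio had a median of 0.122 on 3 degrees of freedom, against 1.08 in simulated counts of independent reads after the same selection. Sampling of independent reads is excluded by this value. A hypothesis is that a few reads, numbering 2, 1, 2 and 4 or a small multiple of these in the first 4 libraries, aligned to very many positions of a simple or repeated sequence, and that each alignment was counted. In that case the 390 features near the ratio may stand for far fewer separate observations. The hypothesis does not cover the rest of the 492, such as repeat_region2988.1 and repeat_region2546.1, which had 2 and 5 counts in SKI3 RNAi replicate 1. The sequences of the reads were not analysed here, so this was not tested directly. Of 689 tested features with at least 100 counts and a library with under 2% of them, 285 stood within 0.05 of the ratio. A recount with each read counted a single time would test it.

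A mislabelled library was weighed as well. SKI3 RNAi replicate 1 had a mean correlation with the GUS RNAi libraries that was 0.0577 above that with the other SKI3 RNAi libraries. SKI3 RNAi replicate 3 also correlated better with GUS RNAi replicates 1 and 3, at 0.850 and 0.839, than with its own group, at 0.796 and 0.838. Other values placed replicate 1 with its own group. In repeat_region2988.1 it had 2 counts, as had the other SKI3 RNAi libraries, against 11 to 27 in GUS RNAi, and in MtrunA17Chr5g0393431 it had 225 counts, against 289 in SKI3 RNAi replicate 2, 10 in replicate 3 and 20 to 32 in GUS RNAi. Both features were picked for a difference between the labelled groups, so they exclude nothing. A mislabelled replicate 1 cannot be told apart from wide variation in this group, since small RNAs of the targeted gene were not analysed here.

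The gene MtrunA17Chr5g0393431 had 225 and 289 counts in SKI3 RNAi replicates 1 and 2, and 20 to 32 in GUS RNAi. The 3 kb promoter next to it rose alike, with 14, 1 and 7 counts in GUS RNAi and 196, 194 and 4 in SKI3 RNAi. Away from the gene, 0 features with at least 30 counts in both of these libraries lay 4-fold above all other libraries. This argues against the same reads being counted in full at other places in the genome. A copy that holds part of the reads, or other reads as well, could escape this search. Reads from the SKI3 hairpin are a possible explanation. Replicate 3 had 0.415 times the CPM of the highest GUS RNAi library, so it would need roots without an active hairpin in that library. The identity of the gene decides this and was not analysed here. If the gene were SKI3, replicate 3 would be the library to look at again. A local change in 2 of 3 libraries that has nothing to do with the hairpin stays open too.

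Features with at least 30 counts in 1 library and at least 10-fold above all others numbered 25. SKI3 RNAi replicate 1 held 19 of these, 76%, and the largest such feature had 956 counts there and at most 9 elsewhere. Across the 6 libraries the number of such features correlated with total counts at a Pearson's r of 0.0770 (permutation p 0.928) and a Spearman's rho of 0.177 (permutation p 0.711). The r was 0.766 without the 2 libraries farthest from the median depth, but these are the deepest, GUS RNAi replicates 1 and 3, with 3974092 and 3486290 counts. They held 4 and 0 such features, against 19 in SKI3 RNAi replicate 1 with 2851473 counts, which argues against library depth as the reason for that excess. Repeated alignments of a few reads, as in the features with a fixed ratio, stay open, and no biological explanation was tested.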
